A study of Mus musculus with 6 samples. Its data were reported in "A defect in mitochondrial protein translation influences mitonuclear communication in the heart" (2023).

How the data were processed

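RNA was sequenced from heart tissue of 6 mice, 12 weeks after a course of tamoxifen given for 5 days at 45 mg per kg per day from 8 weeks of age. The 3 control mice (Ctrl) carried loxP-flanked Mrps5 alleles, and the 3 conditional knockout mice (cKO) carried in addition MCM, a transgene that expresses the tamoxifen-inducible Cre recombinase MerCreMer in cardiomyocytes. Group and replicate number were taken from the sample titles. Each value column was assigned to its sample by its name, not by its order. The titles say heart tissue, and the paper's methods describe the RNA as taken from ventricular tissue.

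The authors prepared poly-A selected libraries, sequenced them as paired ends, removed adapter-containing and low-quality reads, aligned the rest with Hisat2 and counted reads per gene with featureCounts. From the read count and the gene length the authors computed the deposited FPKM values (fragments per kilobase of gene, scaled to the size of the library) of 54532 genes, 1 column per heart. The authors' own test of differential expression used DESeq2 on read counts. Whether counting used the strand of the read, and how reads with several alignments were treated, was not stated. The gene length used for FPKM was deposited with the table as an other, gene-level value and was taken as given. The genome build was not named. Of the 54409 gene identifiers shared with GENCODE mouse release 21, all 54409 lay on the same chromosome and 53499 had identical start and end, so coordinates are given as in the table and correspond to GRCm38.

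Depth was worked back from the values. FPKM multiplied by gene length was a whole multiple of a single step in each library for 100% of the values, with a largest deviation of 0.0002 of a read. The recovered totals were 19464289, 22772851 and 24875499 reads in Ctrl replicates 1, 2 and 3 and 15989322, 21982256 and 23749804 reads in cKO replicates 1, 2 and 3. The library sizes implied by the deposited values were not these totals. They lay between 0.913 and 0.980 times the total in Ctrl and were 1.06 times the total in each cKO heart, and were 0.982 to 1.01 times a median-of-ratios estimate from the recovered reads, so the FPKM values had already been scaled between samples in a similar way. No pair of hearts of a group agreed within counting noise (mean chi-square per gene between 14.3 and 47.3), and all 6 libraries were kept as separate animals.

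Values were analysed as log2(FPKM + 1), which understates the change of genes with low values. Genes with a mean of at least 0.5 FPKM over the 6 hearts were tested (12944 genes, 11421 of them protein-coding). The comparison of cKO with Ctrl used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, no covariates, two-sided), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. This is the authors' design of 2 groups without covariates, fitted on the log scale because the deposited unit is FPKM; voom on the recovered reads was run as an alternative. A gene counted as changed at least 2-fold when its log2 fold change was also at least 1 or at most -1. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, against all genes past the filter, with adjustment over 14 sets whose gene lists, like the designs, the named-gene rule and most alternatives, were fixed before the data were examined. The sets followed pathways named in the study's text, most of which the study had found changed in these same hearts. The integrated stress response targets were added to them. Single values per heart were compared by exact permutation, two-sided, for which 3 against 3 samples allow no p below 0.1. All errors given as ± are SD over 3 hearts unless SE is stated.

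The genes named are those in the study's text for this comparison, Col3a1 and further genes of mitochondrial expression and electron transport listed at the same time (some of which the study's text names for pressure overload, not for this comparison), the 5 largest increases and the 5 largest decreases among protein-coding genes past the threshold with at least 1 FPKM in the higher group and no overlap between groups, and in each set the gene with the largest change in the direction of the set mean. Some of these genes are not reported here, though they remain in the counts. Of the 48 genes so selected, 8 overlapped another tested gene in position (Nppa, Myh7, Cox7c, Ndufa3, Rasl10a, Rpl3, mt-Nd4 and Idh2), and their values are uncertain to the extent that reads were shared.

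The fit was tested on 5 simulated tables drawn from the recovered reads' means, library sizes and dispersions, with 200 genes changed by known folds, of which 187 to 194 passed the filter. Over the 12915 to 12967 genes tested, 85.4% of the changed genes were recovered on average, 74.5% of those changed 2-fold and 96.2% of those changed 4-fold, and 3.98% of calls were false. Fitted changes were 0.926 of the true ones on the log2 scale at a mean of at least 5 FPKM. An earlier form of the simulation, with other dispersions, gave more false calls and was replaced, while the fit stayed the same. In the data 33.3% of genes were called, and 521 of the 4315 called genes changed at least 2-fold. The simulated tables had far fewer changed genes, all changed 2-fold or 4-fold, so their rates need not hold for the data.

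Alternatives were a pseudocount of 0.1, no filter or a minimum mean of 1 FPKM, median-of-ratios scaling, scaling to the total without mtDNA-encoded genes, eBayes without trend, the replicate number as a block, leaving out each heart in turn, limma's voom on the recovered reads, protein-coding genes only, the ratio of group means, camera with an estimated correlation, the median over a set, all mtDNA-encoded genes and the 500 most variable genes. The replicate numbers that pair hearts for the block come from the sample titles. Chosen after the data were seen were an atrial marker score as covariate, leaving out chromosomes X and Y, and the mtDNA-free scaling brought back to the mean FPKM scale. Processing and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.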

Results

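To follow the transcriptome of hearts that lack MRPS5, a protein of the small subunit of the mitochondrial ribosome, RNA of 3 cKO and 3 Ctrl hearts was compared 12 weeks after tamoxifen. Each heart was an independent library of 15989322 to 24875499 reads assigned to genes, and the totals of the groups overlapped. Between 20410 and 21675 genes had at least 1 read in a heart. The 10 genes with the highest FPKM took 35.6% to 38.4% of all FPKM in Ctrl and 32.3% to 35.1% in cKO hearts.

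The deleted gene was examined first. Mrps5 (ENSMUSG00000027374, chromosome 2, 127587222 to 127606829, plus strand, 12 exons in the longest annotated transcript) was at 5.20, 6.45 and 6.33 FPKM in the Ctrl hearts, from 652, 882 and 1008 reads. In cKO replicates 1, 2 and 3 it was at 1.12, 1.23 and 1.31 FPKM, from 125, 189 and 217 reads. The group means were 5.99 ± 0.690 and 1.22 ± 0.0947 FPKM (SD, n = 3 each). In the tissue sampled, 20.4% of the Ctrl level was left. The log2 fold change was -1.65 (SE 0.0944, limma adjusted p 0.000202), and the groups did not overlap (exact permutation p 0.1, the smallest possible). Among the alternatives voom on the recovered reads moved this value most, to -2.28.

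Hearts of the same group resembled each other more than hearts of different groups. Pearson's r on log2(FPKM + 1) over 12944 genes was 0.987 to 0.990 within Ctrl, 0.979 to 0.987 within cKO and 0.945 to 0.970 between groups. The first principal component held 66.7% of the variance and separated all Ctrl from all cKO hearts, and the second held 13.8% and spread the cKO hearts. On the 500 most variable genes the mean correlation between groups dropped from 0.955 to 0.733.

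**Figure D1:**
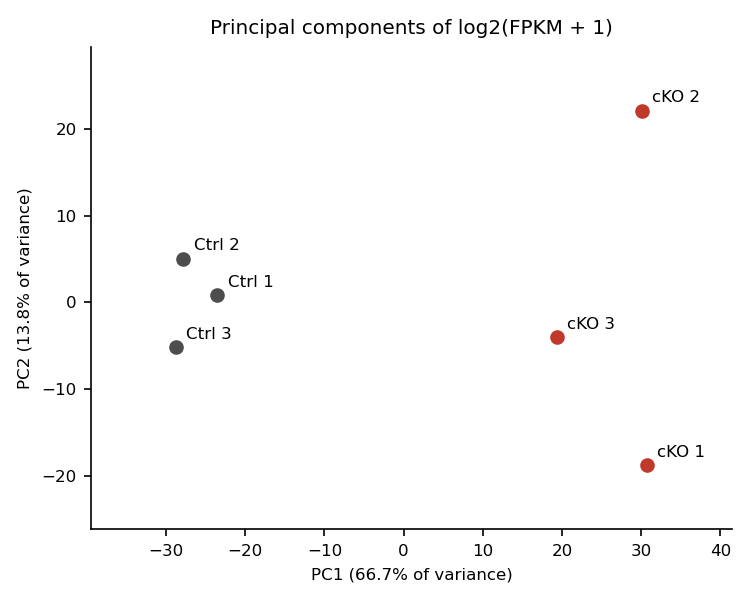
Principal components of log2(FPKM + 1) over 12944 genes, with PC1 (66.7% of the variance) on the x axis and PC2 (13.8%) on the y axis. Each point is 1 heart (Ctrl grey, cKO red), the 3 Ctrl hearts lie at negative PC1 and the 3 cKO hearts at positive PC1, with cKO replicates 1 and 2 farthest apart on PC2.

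Genotype accompanied a difference in a large part of the measured transcriptome. Of 12944 genes tested, 4315 (33.3%) differed at an adjusted p under 0.05, of which 2110 were higher and 2205 lower in cKO. The median log2 fold change of all genes was -0.02. At least 2-fold changes were found for 276 higher and 245 lower genes. The groups did not overlap for 6632 genes (51.2%), where chance gives 10%. The split depended on scaling: when each library was scaled to its total without mtDNA-encoded genes, 2595 genes were higher and 1615 lower, which raised the share of higher genes among the calls from 48.9% to 61.6%. Thresholding the ratio of group mean FPKM instead of the change in log2(FPKM + 1) raised the 2-fold counts to 508 higher and 532 lower genes.

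The hearts also differed in ways other than the genotype label. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y averaged 7.61 to 8.79 FPKM in 5 hearts and were at 0 in cKO replicate 2, the only heart in which Xist was above 1 FPKM (10.7 FPKM). Without this heart, 1977 genes were higher and 2011 lower in cKO, and 3557 of the 4315 calls were shared. Atrial markers varied between hearts of either group. Myl7 was at 679, 98.6 and 18.1 FPKM in Ctrl replicates 1, 2 and 3 and at 71.8, 170 and 495 FPKM in cKO replicates 1, 2 and 3.

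The largest increases among protein-coding genes were in Mthfd2, Asns, Gdf15, Esr1 and Phgdh. Mthfd2 (chromosome 6, 83305691 to 83325908) rose from 2.32 ± 0.997 to 95.3 ± 6.96 FPKM, a log2 fold change of 4.90 (SE 0.20, adjusted p 8.8e-05). Asns rose from 1.66 ± 0.718 to 65.9 ± 5.72 FPKM and Phgdh from 0.817 ± 0.118 to 31.7 ± 3.86 FPKM. Gdf15 was more variable among cKO hearts, at 69.0 ± 55.3 FPKM against 1.5 ± 0.839 in Ctrl. Esr1 (chromosome 10, 4611593 to 5005614) rose from 0.729 ± 0.253 to 38.7 ± 16.3 FPKM, and a value per gene does not tell where in Esr1 the reads lay. The largest decreases were in Gm34302, Efnb3, A530016L24Rik, Smco1 and Rasl10a, with log2 fold changes of -3.43, -2.79, -2.69, -2.35 and -2.28. Gm34302 dropped from 29.6 ± 1.85 to 1.97 ± 1.14 FPKM. For these 10 genes the adjusted p lay between 1.35e-05 and 0.00383, and each kept its direction and its call under all 16 alternatives run for it.

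To ask whether the hearts carried the expression marks of hypertrophy and fibrosis, the marker genes of the study's text were examined, together with the collagen gene Col3a1, which that text does not name. Nppb rose from 231 ± 155 to 1785 ± 1372 FPKM (log2 fold change 2.96, SE 0.71, adjusted p 0.0192). Myh7 rose from 36.2 ± 8.71 to 63.5 ± 14.9 FPKM (adjusted p 0.0309) and Col1a1 from 15.0 ± 2.66 to 27.7 ± 6.95 FPKM (adjusted p 0.0208), and each lost its call in 5 of 16 alternatives. Col3a1 rose from 9.43 ± 0.825 to 30.9 ± 9.72 FPKM (adjusted p 0.00328). Col1a2 was higher in each cKO heart, with means of 12.9 and 9.58 FPKM, and did not pass the threshold (adjusted p 0.0594), though it passed in 5 of 16 alternatives, among them each of the scalings. Nppa did not pass either: it was at 469, 1127 and 938 FPKM in cKO replicates 1, 2 and 3 and at 1062, 144 and 103 FPKM in Ctrl replicates 1, 2 and 3 (log2 fold change 1.65, SE 0.85, adjusted p 0.176), so that Ctrl replicate 1 lay within the range of the cKO hearts.

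Next came the 6 candidate genes that the study carried forward from those lowered in cKO. Klf15 (chromosome 6, 90462576 to 90475238) was at 26.4, 28.99 and 44.5 FPKM in Ctrl and at 17.5, 12.5 and 17.7 FPKM in cKO hearts, 47.8% of the Ctrl mean (log2 fold change -0.999, SE 0.22, adjusted p 0.0137). Dbp and other genes of that arm of the circadian clock were lower as well, with a mean log2 fold change of -0.84 over 10 genes. Ces1d dropped to 9.28 ± 3.79 from 34.4 ± 4.35 FPKM, Adra1a to 0.728 ± 0.254 from 3.30 ± 0.640 FPKM and Enpp2 to 0.804 ± 0.179 from 2.10 ± 0.117 FPKM, with adjusted p values of 0.00269, 0.00198 and 0.00216. Angpt1 was close to the threshold (adjusted p 0.0473), its values overlapped between groups, and it lost its call in 9 of 16 alternatives. Pik3r1 was just above it (adjusted p 0.0510) with no overlap, at 17.7 ± 8.07 against 35.4 ± 5.70 FPKM, and passed in 4 of 16 alternatives.

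Of the transcription factors in the study's text, Myc rose from 1.99 ± 0.912 to 7.36 ± 2.24 FPKM (log2 fold change 1.497, adjusted p 0.00922). Max, which encodes the partner of MYC, decreased from 20.52 ± 2.37 to 12.1 ± 2.90 FPKM (adjusted p 0.0197). Among the further listed genes of mitochondrial expression and electron transport, Cox7a1 decreased from 1739 ± 116 to 704 ± 105 FPKM, and Cox6b2 was at 0.451 ± 0.276 against 2.14 ± 0.740 FPKM. Atp5e, Cox7c, Ndufa3, Ndufv3 and Uqcr11 had log2 fold changes between -0.73 and -0.47, while Tfam (adjusted p 0.431) and Ptcd3 (adjusted p 0.249) did not pass the threshold. Of the 25 listed genes that could be tested, 20 passed the threshold when adjusted over all genes and 22 when adjusted over the list alone. The list holds the deleted Mrps5 and genes that the study chose for their change in these same hearts, so these counts are no independent evidence.

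**Figure D2:**
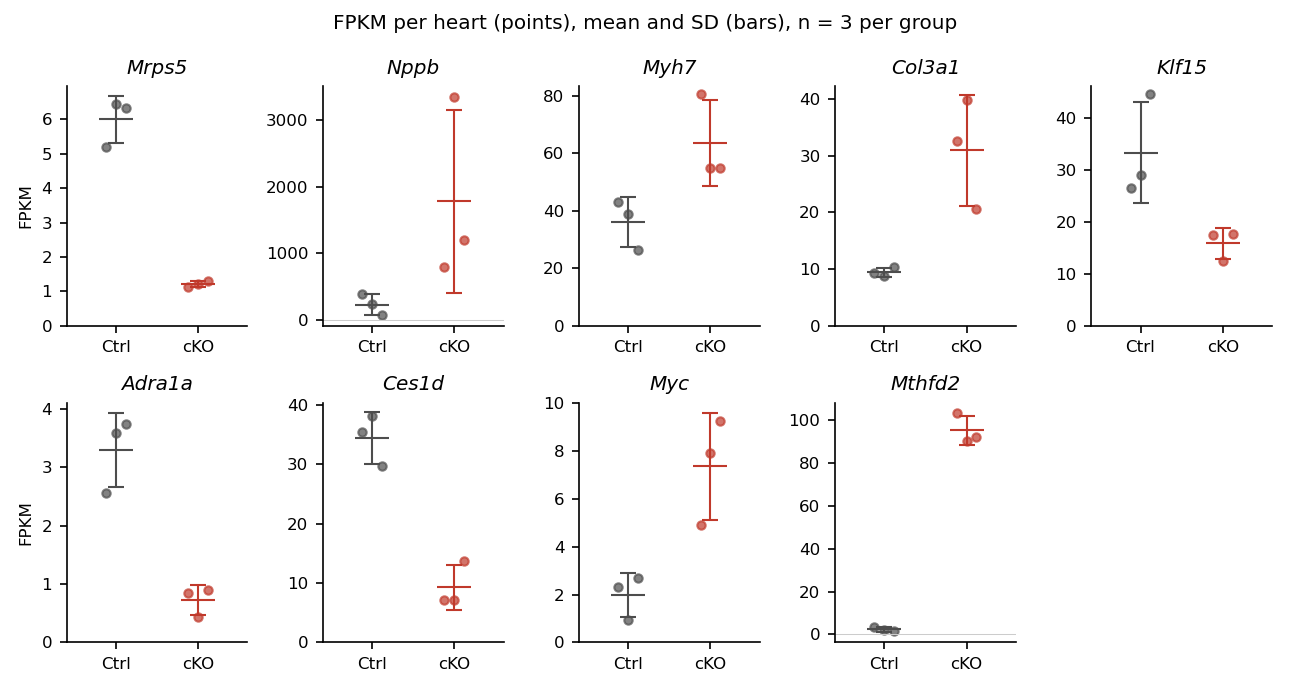
FPKM (y axis, linear) of 9 genes in each Ctrl (grey) and cKO (red) heart, with a panel per gene. Points are hearts, horizontal marks the mean and bars the SD of 3 hearts; the groups do not overlap in any of the 9 panels, and the spread is widest for Nppb in cKO (1785 ± 1372 FPKM).

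To see which programmes moved, 14 gene sets were compared as a whole. On camera with a fixed correlation, 11 sets passed the threshold, 5 of them higher and 6 lower in cKO. Most sets were pathways that the study had found changed in these same hearts, so the number passing is no independent evidence. When camera estimated the correlation within each set from these 6 hearts, only the integrated stress response targets passed (adjusted p 0.0215), and the exact permutation p of all 11 sets was 0.1, the smallest possible.

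Sets for making protein in the cytosol were higher. The mean log2 fold change was 0.44 for 79 cytosolic ribosomal protein genes, of which 57 were higher and 0 lower past the threshold (a list without the muscle-specific paralog Rpl3l, which was lower), and 0.51 for 89 ribosome biogenesis genes, with 64 higher and 0 lower. It was 1.11 for 22 cytosolic aminoacyl-tRNA synthetases (19 higher) and 0.33 for 59 genes of protein processing in the endoplasmic reticulum (26 higher, 1 lower). The 27 integrated stress response targets, genes induced by the transcription factor ATF4 and its partners, had a mean of 2.11, with 21 higher and 0 lower. The leading genes were Rpl3 (50.8 ± 6.18 to 155 ± 11.1 FPKM), Rrp12, Gars (log2 fold change 2.64), Hsp90aa1 and Mthfd2. The mitochondrial counterparts had means near 0 whose sign changed with the scaling or with the hearts left out. The mean was -0.01 for 79 mitochondrial ribosomal protein genes other than Mrps5, of which 14 were higher and 17 lower, and 0.01 for 17 mitochondrial aminoacyl-tRNA synthetases, with 2 higher and 2 lower. Mrpl28 decreased most in the former (log2 fold change -0.80) and Rars2 rose most in the latter (0.45).

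Metabolic and contractile sets were lower. The mean log2 fold change was -0.37 for 79 nuclear-encoded subunits of oxidative phosphorylation (57 lower, 2 higher), -0.33 for 22 citrate cycle genes (12 lower) and -0.45 for 25 genes of fatty acid oxidation (18 lower, 1 higher). It was -0.65 for 24 genes of branched-chain amino acid degradation, of which 20 were lower past the threshold and all 24 had a negative change, and -0.42 for 24 genes of cardiac muscle contraction (12 lower, 3 higher). Leading genes were Cox7a1, Idh2 and Ech1 (log2 fold changes of -0.94 and -0.91), Ppm1k (16.8 ± 2.42 to 5.05 ± 1.39 FPKM) and Hrc (459 ± 23.1 to 153 ± 30.7 FPKM). Cardiomyocyte markers decreased as well, with a mean of -0.45 over 10 genes, of which 5 were lower past the threshold. Glycolysis was split, with 7 genes higher, 6 lower and a mean of 0.07. Pgam1 rose most, from 32.9 ± 2.70 to 109 ± 24.9 FPKM.

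**Figure D3:**
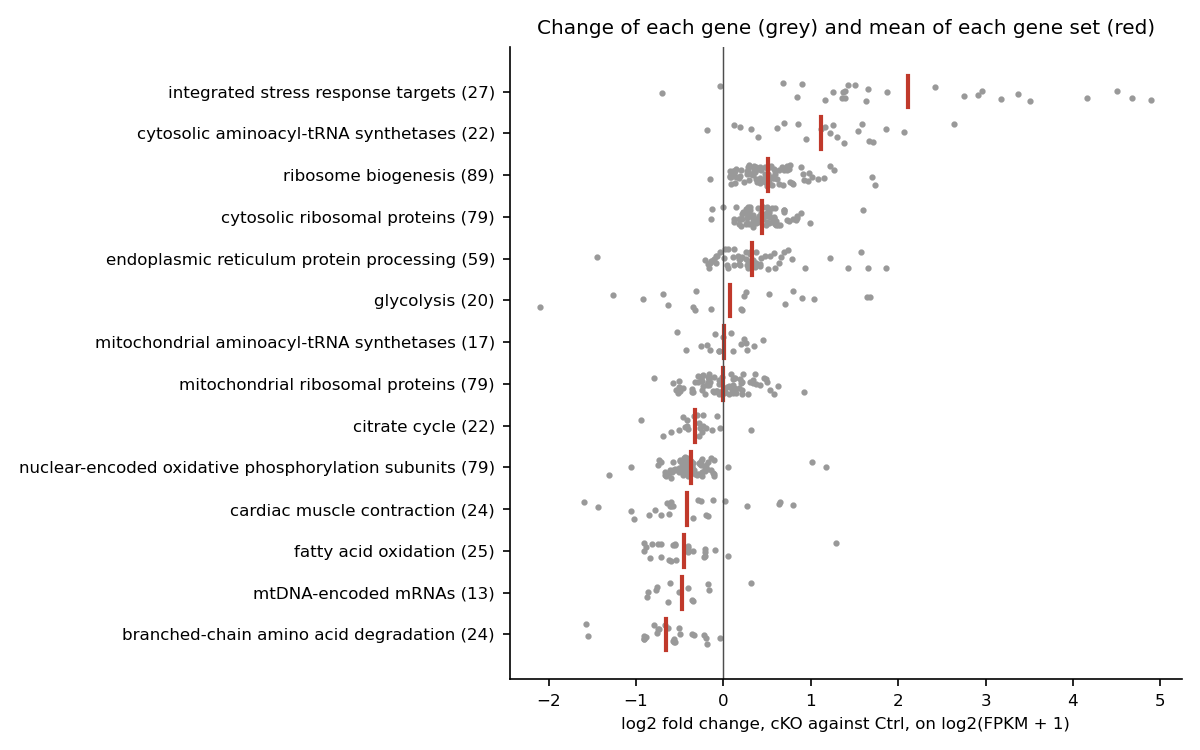
Log2 fold change of cKO against Ctrl (x axis, on log2(FPKM + 1)) of each tested gene (grey points) in 14 gene sets (y axis, number of genes in brackets), with the mean of each set as a red line. Means run from -0.65 (branched-chain amino acid degradation) to 2.11 (integrated stress response targets), and the mitochondrial ribosomal proteins centre on -0.01.

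Because a few mtDNA-encoded genes take much of the signal, their share was measured per heart. The 13 mtDNA-encoded mRNAs made up 37.4%, 37.9% and 35.5% of FPKM in Ctrl replicates 1, 2 and 3 and 34.6%, 30.8% and 34.1% in cKO replicates 1, 2 and 3. The means were 36.9% ± 1.29 and 33.2% ± 2.10 (SD, n = 3 each; exact permutation p 0.1). As a set these mRNAs had a mean log2 fold change of -0.47 (camera adjusted p 0.00226), with 6 lower past the threshold. The gene with the largest decrease was mt-Nd4 (mtDNA 10167 to 11544, overlapping mt-Nd4l), from 13912 ± 1612 to 7606 ± 983 FPKM (adjusted p 0.00551, and 0.1803 without the filter on low values). By contrast mt-Nd1 (mtDNA 2751 to 3707) had a higher mean in cKO, 29450 against 23772 FPKM.

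**Figure D4:**
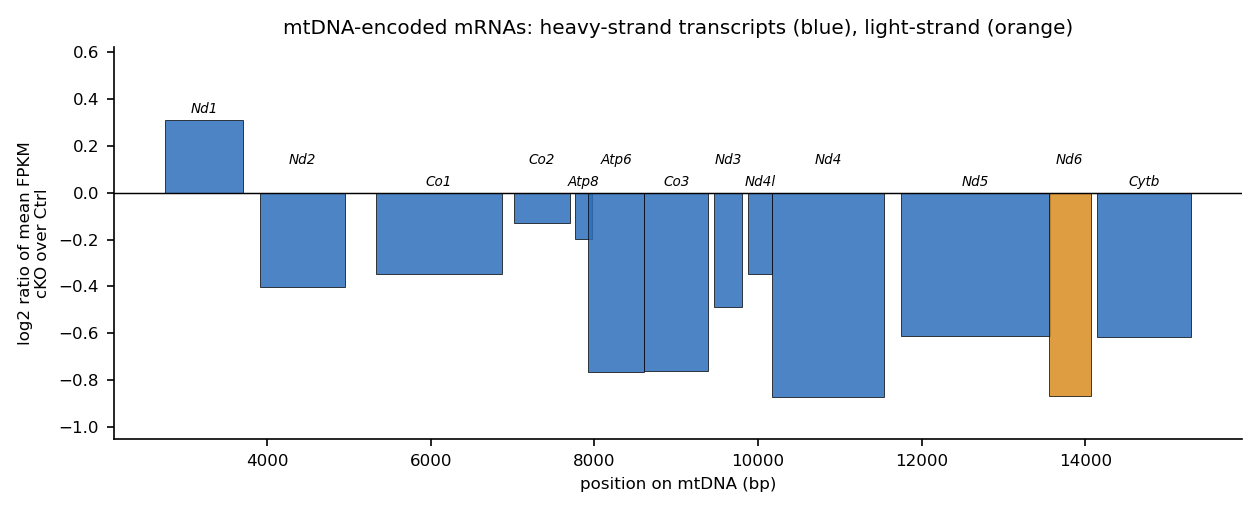
Log2 ratio of mean FPKM in cKO over Ctrl (y axis) of the 13 mtDNA-encoded mRNAs, drawn at their positions on mtDNA (x axis, bp), with heavy-strand transcripts in blue and the light-strand transcript mt-Nd6 in orange. The ratio is positive for mt-Nd1 (0.31) and negative for the other mRNAs, down to -0.87 for mt-Nd4.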

Values the study reported

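The study reported 6014 genes with different expression between cKO and control hearts at this time point, with 3088 upregulated and 2926 downregulated in cKO. Of the downregulated genes, 283 met its criterion of an expression decrease greater than 50%.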

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

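Under the other pseudocount, filters, scalings, variance models and gene selections the totals stayed within 1.5 times, and 2960 to 4261 of the 4315 genes were shared with each of them. Leaving out a heart gave 1396 to 1977 genes higher and 1423 to 2011 lower across the 6 fits that each left out one replicate. Scaling without mtDNA-encoded genes gave 2595 higher and 1615 lower genes, and moved the median log2 fold change of all genes to 0.05 from -0.02.

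The 2-fold counts, 276 higher and 245 lower, depended on how low values were handled. They were 470 and 476 with a pseudocount of 0.1, 487 and 526 by voom on the recovered reads, 508 and 532 by the ratio of group means, and 543 and 374 with scaling without mtDNA-encoded genes. That scaling multiplies the values, so the pseudocount and the filter weigh less; brought back to the mean FPKM scale, it left both counts within 1.5 times. The pseudocount compresses changes of genes near 1 FPKM, and the depth of 15989322 to 24875499 reads limits what can be said of such genes.

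With the replicate number as a block, 1874 genes were higher and 1982 lower. In this balanced design the block cannot move a fold change, and Mrps5 is at -1.65 either way. Deviations of same-numbered hearts from their group means had a mean correlation of 0.03 (-0.06, 0.17 and -0.01 for replicates 1, 2 and 3), which gives little ground for treating these different animals as pairs.

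With the correlation within each set estimated, camera's call was lost for 10 sets whose means do not depend on it: cytosolic ribosomal proteins (0.44), ribosome biogenesis (0.51), cytosolic aminoacyl-tRNA synthetases (1.11), endoplasmic reticulum protein processing (0.33), oxidative phosphorylation subunits (-0.37), mtDNA-encoded mRNAs (-0.47), citrate cycle (-0.33), fatty acid oxidation (-0.45), branched-chain amino acid degradation (-0.65) and cardiac muscle contraction (-0.42). Their adjusted p then lay between 0.133 and 0.369. Under the other alternatives run, these 10 sets and the integrated stress response targets kept direction and call.

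Only sets near 0 changed sign. Mitochondrial ribosomal proteins went from -0.01 to 0.016 with median-of-ratios scaling, to 0.083 with scaling without mtDNA-encoded genes and to 0.074 with the latter at the mean FPKM scale, and ranged from -0.032 to 0.031 across the fits that left out one replicate. Mitochondrial aminoacyl-tRNA synthetases went to -0.00080 by the median and ranged from -0.0020 to 0.035 when a replicate was left out. Glycolysis went to -0.012 by voom. None of these passed the threshold under any alternative. The mean correlation between groups went to 0.733 on the 500 most variable genes, which were selected for differing.

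Among 46 genes selected by the naming rule and tested, Mrps5 included, no alternative reversed a direction. Calls of 10 of them changed in 736 comparisons, 24 times to above the threshold and 10 times to below it. Angpt1 lost its call in 9 of its 16 alternatives, Myh7 and Col1a1 in 5 each. Max lost it in 2, and Nppb, Rars2 and mt-Nd4 in 1 each. Without the filter the adjusted p of mt-Nd4 went to 0.1803 from 0.00551 (range over its alternatives 0.00204 to 0.1803). Col1a2 gained a call in 5, Pik3r1 in 4 and Nppa in 1: Nppa passed the threshold only without Ctrl replicate 1 (log2 fold change 2.69, adjusted p 0.00932, range over its alternatives 0.00932 to 0.424). The cause of these changes was not tested. The share of FPKM from mtDNA-encoded mRNAs was lower in cKO by all definitions tried, with differences from -4.97 to -2.57 percentage points.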

Other observations

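The tests of splits by gene count, sex, library size, clock, gene length, pseudogenes, cardiomyocyte markers and atrial markers were set before the results were seen. Those of splits by 2-fold and set counts, Esr1, the atrial covariate, dilution, GC content, scaling, Rpl3l, mtDNA strands, the unadjusted threshold and ribosomal subunits were chosen after the pattern was seen.

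Regrouping the hearts is a weak test in this design. There are 10 splits of the 6 hearts into 3 and 3, so a share under 0.05 cannot be reached, and each of the other 9 has both genotypes in both of its groups, so that it carries part of the genotype difference and adds the rest to the spread within groups. Of the 10 splits, 1, the real one, gave as many as 4315 genes at an adjusted p under 0.05, and 1 gave as many 2-fold genes. The other 9 gave 0 genes, with 162 to 404 at an unadjusted p under 0.05 against 5815 in the real split, and this mixing works towards such low counts. For the sets, 2 of the 10 splits gave as many calls: other splits had 4 to 12 sets past the threshold against 11 in the real one, with at most 3 of the 14 sets at a mean as large as in the real split. Of the 4 splits that part as many same-numbered pairs, 1 was as large for genes and 2 for sets. Because the other splits carry part of the genotype difference, these counts do not tell whether the set calls come from genotype or from variation between single hearts.

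Sex and group were not balanced. Y-linked expression was present in 3 of 3 Ctrl and 2 of 3 cKO hearts, and cKO replicate 2, without it, had Xist at 10.7 FPKM, as a female heart would. A difference in sex between the groups may therefore contribute, as 2 cKO hearts and 3 Ctrl hearts had Y-linked expression. The study states that its mice were all male, and these values do not tell why cKO replicate 2 departs from that. Without cKO replicate 2, when all hearts left had Y-linked expression, 3988 genes differed (3557 of them shared), and without chromosomes X and Y 4198 did. Library size differed little, since only 1 cKO heart had fewer reads than the lowest Ctrl heart and the ranges overlapped.

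Esr1, which encodes estrogen receptor alpha, was among the largest increases, from 175 to 264 reads in Ctrl to 6775 to 18343 in cKO hearts. The lowest cKO heart was 28.9 times the highest Ctrl heart in FPKM. MerCreMer is a fusion of Cre with the ligand-binding domain of this receptor, and only cKO mice carry it. A candidate explanation is therefore that reads of the transgene were counted as Esr1. If so, they would fall in the last exons, which values per gene cannot show. More receptor activity found no support in the targets Greb1 and Pgr, which changed by -0.045 on average on the log2(FPKM + 1) scale. Greb1 had 30 to 33 reads in Ctrl and 10 to 22 in cKO hearts, and Pgr 0 reads in Ctrl and at most 2 in cKO hearts, too few to show more than a large rise. For the same reason of design, effects of Cre itself cannot be told apart from those of losing Mrps5, as no mice with MCM and intact Mrps5 are compared here.

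Klf15 is an output of the circadian clock, and clock genes shifted too. Dbp, Tef, Hlf and other genes of that arm had a mean log2 fold change of -0.84 (9 of 10 lower), and 4 genes of the Arntl arm, which peaks at the opposite phase, a mean of 0.34 (4 of 4 higher). Under the scaling alternatives these means lay between -0.87 and -0.76 and between 0.36 and 0.50. The arms differed by 1.18, the direction that harvest at another time of day could give. In the Arntl arm only Clock passed the threshold (log2 fold change 0.54, adjusted p 0.00446). Arntl, Cry1 and Nfil3 did not, and their values overlapped between groups. Over the 14 clock genes tested, 6 were lower and 1 higher past the threshold, so the shift rests mainly on the Dbp arm. In these hearts lower Klf15 cannot be told apart from a shift in clock phase, whether from the time of harvest or from the disease. The study also reported lower Klf15 at other times after deletion and in cultured cardiomyocytes with Mrps5 knocked down, which these values do not cover. Harvest times were not used here.

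The fall of oxidative phosphorylation mRNAs (-0.37) came with a mean fall of cardiomyocyte markers of -0.45, as a smaller share of cardiomyocyte RNA could give. The markers fell unevenly: all 10 changes were negative, but 5 passed the threshold. They ran from -0.78 for Ryr2 and -0.64 for Tnni3 to -0.12 for Tnnc1 and -0.11 for Actn2. A smaller share alone would lower all of them alike. Simple dilution by other cells went against the endothelial markers, which decreased by 0.50, while the mean of the fibroblast markers was 0.34 and that of the macrophage markers -0.06. The fibroblast markers were mixed, with 6 positive and 3 negative changes: Col1a1 (0.82), Col3a1 (1.57) and Postn (0.82) rose past the threshold and Dcn was lower past it (-0.59, adjusted p 0.0185). Under the scaling alternatives the endothelial and cardiomyocyte markers stayed lower and the mean of the fibroblast markers positive, while the macrophage markers changed sign, to 0.04 without mtDNA-encoded genes. A lower share of cardiomyocyte RNA remains possible for this set.

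Atrial markers differed by 0.56 between groups, with high values in Ctrl replicate 1 and cKO replicate 3. The paper describes the tissue as ventricular. Atrial tissue in the dissected piece may still bear on Nppa, where it cannot be told apart from a ventricular change. With an atrial score as covariate the log2 fold change of Nppa went from 1.65 to 1.24. Nppa stayed above the threshold (adjusted p 0.139), with a range of 0.00932 to 0.424 over its alternatives. With the score Nppb kept its call (log2 fold change 2.73, adjusted p 0.0279, range 0.00997 to 0.0581). Myh7 lost it (adjusted p 0.0568, range 0.0122 to 0.0817) while its log2 fold change hardly moved, from 0.80 to 0.76, so the lost call does not show an atrial contribution.

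Technical explanations tested for higher cytosolic ribosomal protein mRNAs found no support. Their mean lay above 100% of 10000 random lists matched on expression and gene length, and above 100% of lists matched on GC content as well, with values for all 79 genes. Across genes, which are not independent replicates, the number of processed pseudogenes had a Spearman rho of 0.117 with the change. Under the scaling alternatives the mean was 0.47 or more. Each of them raised cKO relative to Ctrl values and could not have lowered this mean, so they do not decide whether scaling contributes. A coordinated rise is a hypothesis that these tests leave standing, although the call of this set was lost with an estimated correlation. The 79 genes do not include Rpl3l, a muscle-specific paralog of Rpl3, which moved the other way: chosen after its values were seen, it decreased by 2.11 on the log2 scale, from 185.8 to 206.7 FPKM in Ctrl to 35.01 to 62.4 in cKO hearts, while Rpl3 rose by 1.596. These directions held under each scaling. Reads shared between the paralogs would move both the same way. A candidate explanation is a switch from the muscle-specific to the general form of this protein.

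Loss of one mitochondrial ribosomal protein gene came with no net change of the others, and not through opposite shifts of the subunits: 28 Mrps genes and 48 Mrpl genes differed by 0.025 in mean log2 fold change.

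Along mtDNA the change was uneven. The 8 light-strand genes with at least 20 reads on average, mostly tRNA genes, had a mean log2 ratio of -1.36 (8 of 8 lower) and 23 heavy-strand genes one of -0.37 (18 of 23 lower), a difference of -0.99. Light-strand RNA may be lower in cKO, but reads over tRNA genes in a poly-A library come from longer RNA, and without knowing whether counting used the strand they could be heavy-strand precursors. The hypothesis cannot be decided from these values.

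At an adjusted p under 0.05, 4315 genes differed here. That is lower than the value quoted from the study above. At an unadjusted p under 0.05, limma called 5815 genes and voom on the recovered reads 5873, which is closer to the quoted total. Of these, 2821 were higher and 2994 lower by limma, and 2816 higher and 3057 lower by voom. Which direction has more genes depends on the scaling: at an adjusted p under 0.05, 2256 were higher and 2005 lower with median-of-ratios scaling, and 2595 higher and 1615 lower with scaling without mtDNA-encoded genes, against 2110 and 2205 on FPKM as deposited. The split at an unadjusted p was not computed under those scalings. The study's methods state a threshold on the adjusted p, and these counts do not tell why the totals differ, as the tools differ too.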
